A study of Mus musculus with 66 samples. Its data were reported in "Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender" (2007).

How the data were processed

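The values are the z scores deposited by the authors, 1 score for each of 8448 probes of filter A on each of 66 arrays, and no value was missing. Whether the z transformation followed a logarithm is not stated, so effects are differences of z scores and no fold change was computed. The median of an array lay between -0.15 and 0.06 z and its interquartile range between 1.1 and 1.42 z. No array was removed and no further normalization was applied. Each mouse was hybridised to its own filter according to the labels, so arrays are separate mice. The labels state that about 5 µg of total RNA was labelled.

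Of the 8448 probes 4788 carried 1 gene symbol, for 3905 genes, 212 carried several symbols and 3448 none. Counts use all probes, and genes and lists use only probes with 1 symbol. Symbols were checked through their Entrez numbers against a table of RefSeq genes that held 4780 of the 4788, and 0 symbols changed. Where a gene had several probes, the one with the smallest p in the comparison is given, and where its other probes went the other way this is said for the leading genes.

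Groups of diet, sex and age were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings, 50 residual degrees of freedom), and p values were adjusted by the method of Benjamini and Hochberg over the 8448 probes of a comparison, with 0.05 as the threshold. There were 16 comparisons, in which the sexes have equal weight. The first steps of the selection in the methods of the study were applied beside it and are called the z ratio rule: a mean z above 0, a z ratio above 1.5 in either direction and an unadjusted p under 0.05. The p is that of limma, with a plain 2-group test as an alternative, and the analysis of variance that the study applied after these steps was not repeated. The genes named in a comparison were set by a rule: up to 12 of the largest rises and falls among those that passed, and where fewer than 4 passed the 4 with the smallest p as not passing. Up to 4 list members with the smallest p and 16 genes noted in connection with the study were added to these. These choices, the gene lists and the first set of alternatives were made before the data were examined. Array batch, the 7 arrays that stand apart and the place of a probe were recognised only afterwards, and every alternative that uses them was added after seeing the data.

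Of 24 gene lists written from general knowledge 21 had at least 3 measured genes and were tested. Granule neurons with 2 measured genes, blood with 1 and Y-linked genes with 1 were not tested. Lists were tested on the mean of the probes of each gene by camera with a preset correlation of 0.01 and with an estimated one, and by fry, adjusted over the lists of a comparison. Principal components were taken from the singular value decomposition of probe-centred values, and their relation to age, sex, diet, run set and array batch was tested with 100000 permutations. Run sets are 5 consecutive stretches of the running number in the labels. The spread of a mouse is the SD over all probes of its distance from the mean of its group, scaled up for the number of mice in the group. Permutation tests of spread were exact and two-sided.

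The layout of the filter was inferred from the order of the probe IDs as 16 by 24 zones of 22 slots. For the correction for place, each value was taken as a deviation from the mean of its probe in its batch, and the median deviation of the probes of the same slot in zones up to 2 away in each direction, its own left out, was subtracted per array. Corrected values were fitted with batch as a block. The correction also removes any real effect shared by neighbouring probes of a slot.

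The limma fit, the correction for place, the patterns, the list tests and the spread were tested on simulated data of the same size. For 24 against 6 months in AL mice 67% of 100 probes moved by 0.5 z and 95% of those moved by 1 z were called with the right sign, and 9 unchanged probes were called. With simulated place effects 22% of the probes moved by 0.5 z were called without the correction and 65% with it, and 8 and 13 unchanged probes were called. All 5 patterns of change were recovered in 100% of simulated probes of high signal moved by 1 z, which is more than the effects named in the adult comparisons of AL mice, and smaller steps were not simulated. A list shifted by 0.2 z was called, and a spread 1.5 times as large was estimated as 1.51. Random steps used seed 1. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6.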

Results

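RNA from the cerebellum of male and female C57BL/6 mice was measured on 66 cDNA filters, 1 mouse per filter, each carrying the same 8448 probes. Of the mice, 56 were adults of 6, 16 or 24 months that had been fed ad libitum (AL) or kept on caloric restriction (CR), and 10 were young AL mice. The AL groups held 10 mice at 6 months (169 to 194 days), 10 at 16 months (476 to 499 days) and 9 at 24 months (704 to 743 days), and the CR groups held 9 mice of 174 to 194 days, 10 of 472 to 499 days and 8 of 673 to 743 days. The young mice were 5 of 17 to 21 days and 5 of 33 to 44 days. In all there were 31 males and 35 females, and the 16 groups of diet, sex and age held 2 to 5 mice each. The number of arrays limits the precision. The 95% interval of an age effect in AL mice reached a median of 0.243 z to either side for 24 against 6 months (0.151 z after a correction for the place of each probe on the filter), and 0.340 z for the comparison of the young groups. Effects are given in units of the z score of an array, as the mean of the differences found in each sex, with the SE of the model, and levels as means ± SD.

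The first question was whether any part of the transcriptome set the groups apart without reference to the design. The first principal component held 44.6% of the variance between arrays, and it followed the running number in the labels and not the mice: the 24 arrays numbered 1 to 24 had scores of -0.344 ± 0.039 (SD) and the 42 arrays numbered 25 to 67 had scores of 0.197 ± 0.018 (SD), with no overlap. This division, called array batch here and recognised only after seeing the data, accounted for 98.9% of the component (permutation p = 1e-05, the smallest that the permutations can give; adjusted p = 0.0001), whereas age accounted for 3.64% of it in adults (permutation p = 0.355; adjusted p = 0.772). Whether the running number is the order of hybridisation is not stated. The second component, with 11.0% of the variance, differed between run sets (20.7% of it explained, permutation p = 0.00487, adjusted p = 0.0325). Age explained 2.92% of the second component (permutation p = 0.475). The third component, with 7.09% of the variance, differed between ages (15.5% of it explained, permutation p = 0.00872, adjusted p = 0.0436 over 20 relations). Age explained 25.7% of the third component among the 36 late adult arrays (permutation p = 0.00479) and 22.5% among the 20 early ones (permutation p = 0.0584), but the ages stood in a different order: the means at 6, 16 and 24 months were 0.0605, 0.0172 and -0.0636 in late arrays and 0.0474, -0.0826 and 0.00205 in early ones. The 3 lowest scores, -0.396, -0.371 and -0.348, belong to CR mice whose arrays stand apart. Without the 7 such arrays, a choice made after seeing the data, age explained 16.6% in late arrays (permutation p = 0.0788) and 34.8% in early ones (permutation p = 0.0414), with means of 0.0225, 0.00187 and -0.0380 and of 0.0474, 0.0138 and 0.00205, in the same order of ages in both. Among all 49 adult arrays left it explained 21.3% (permutation p = 0.0037). Both batches held every adult age and diet: 4, 4 and 2 early arrays at 6, 16 and 24 months in AL mice, and the same numbers in CR mice. In 7 arrays the median correlation with the other arrays of their batch was under 0.9.

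**Figure D1:**
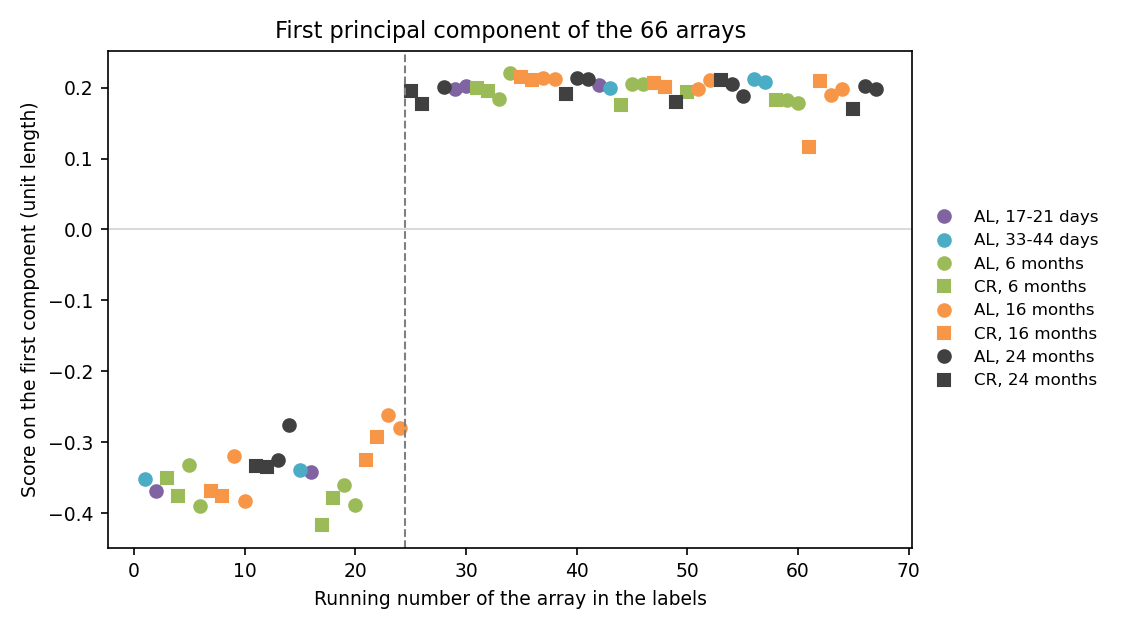
Score of each of the 66 arrays on the first principal component (vertical axis, no unit) against its running number (horizontal axis), 1 point per array. Arrays numbered up to 24 lie between -0.417 and -0.261 and those above 24, to the right of the dashed line, between 0.116 and 0.220.

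Young and middle-aged AL mice were compared to find genes that move before old age. The lowest p belonged to Brat1, a partner of ATM in DNA damage signalling, whose level was 1.69 ± 0.12 (SD, n = 10) at 16 months and 1.27 ± 0.32 (SD, n = 10) at 6 months, a difference of 0.41 ± 0.11 (SE) with 10 of 10 middle-aged mice above the median of the young. It was followed by Smurf2, a ubiquitin ligase of the transforming growth factor-β pathway (0.36 ± 0.11), Amz2, a metalloprotease (0.37 ± 0.12), and Senp6, a protease that removes SUMO (0.46 ± 0.14). Another of the 3 Senp6 probes gave -0.02. None of these passed (smallest adjusted p = 0.634). Mt1, the metallothionein that binds zinc and copper, stood at 2.37 ± 0.15 against 1.97 ± 0.36, a difference of 0.40 ± 0.14, and the mitochondrial enzymes Idh2 and Cyc1 differed by 0.41 ± 0.16 and 0.32 ± 0.13. Of the 47 measured genes of the ubiquitin-proteasome system (UPS), 27 were higher and 20 lower at 16 months, with a median of 0.038 z. Its members with the smallest p were the conjugating enzyme Ube2d2a (0.42 ± 0.13, although its other probe gave -0.10) and the proteasome subunit Psmb4 (0.28 ± 0.10). In the synaptic vesicle list 6 of 12 genes were higher and 6 lower, among them the clathrin adaptor subunit Ap2a1 (0.38 ± 0.13) and Napa, which takes part in the disassembly of SNARE complexes (0.36 ± 0.13). Of that list 2 genes were called when adjusted over the list alone, as was 1 of the 7 astrocyte genes, but 0 list members were called over all probes. The UPS list had the smallest adjusted p of the 21 lists tested by camera (0.362, and adjusted p = 0.767 with an estimated correlation), and the study chose that pathway on data that include these arrays, so its direction is not independent evidence. limma called 0 of 8448 probes; 645 had an unadjusted p under 0.05, 463 of them higher and 182 lower, where chance alone gives 422. That number was 1231 among late arrays and 843 among early ones, and it was 199 after a correction for the place of each probe on the filter, chosen after seeing the data, with 0 called in each case. Without AL male 6 months replicate 5 it was 251. After that correction the effects were 0.13 for Brat1, 0.0665 for Smurf2, 0.106 for Amz2, 0.179 for Senp6 and 0.129 for Mt1. Of the 131 pairs of gene and comparison named in this report 100 shrank by more than 1.5 times or turned sign, with a median ratio of 0.445, so the effects of single genes are to be read with that reserve.

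Middle-aged and old AL mice were compared next, since the study took changes of this interval as signs of aging. Of 21 gene lists 2 were called by camera with the preset correlation, and neither call held with an estimated one or in all fits that left out 1 mouse. Of the 20 measured genes of glycolysis and the TCA cycle, 18 were lower and 2 higher, with a median of -0.0795 z. They included Idh3b, a subunit of the TCA cycle's isocitrate dehydrogenase (-1.27 ± 0.24 against -0.97 ± 0.26, a difference of -0.31 ± 0.14), Ldha, a lactate dehydrogenase subunit (-0.21 ± 0.11), Fh1, the fumarase (-0.20 ± 0.11), and Pdha1, of the pyruvate dehydrogenase complex (-0.18 ± 0.12). Of the 32 measured heat shock and chaperone genes, 28 were lower and 4 higher, with a median of -0.0546 z. Hsp90aa1, a cytosolic HSP90, stood at -0.07 ± 0.17 (SD, n = 9) against 0.23 ± 0.21 (SD, n = 10), a difference of -0.31 ± 0.11 in 9 of 9 old mice. All 6 probes were negative, but most lie at 1 filter position. Tcp1, a subunit of the chaperonin that folds actin and tubulin, differed by -0.25 ± 0.10 and the co-chaperone Dnaja1 by -0.28 ± 0.13, whereas another co-chaperone, Dnajb4, differed by 0.27 ± 0.13. Both lists were called by camera with the preset correlation (adjusted p = 0.0112 for each), and neither was called with an estimated one (adjusted p = 0.392 for each with an estimated correlation) or by fry (adjusted p = 0.458 for each). No member of either list passed over all probes or when adjusted over the list alone. The call of glycolysis and the TCA cycle ended without AL male 16 months replicate 1 (adjusted p = 0.0783), AL male 24 months replicate 1 (0.104), AL female 24 months replicate 1 (0.0680) or AL female 16 months replicate 3 (0.143), and that of the chaperones without the first (0.110) or second of these (0.104) or AL female 16 months replicate 1 (0.0549). With array batch as a block the adjusted p was 0.00413 for glycolysis and the TCA cycle (adjusted p = 0.217 with an estimated correlation) and 0.0384 for the chaperones (adjusted p = 0.312 with an estimated correlation). Within the 13 late arrays the medians were -0.0813 (adjusted p = 0.0256, and adjusted p = 0.435 with an estimated correlation) and -0.0340 (0.565), and within the 6 early ones -0.186 (0.204) and -0.130 (0.230). After the correction for place the adjusted p was 0.0491 for glycolysis and the TCA cycle (0.557 with an estimated correlation) and 0.705 for the chaperones.

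**Figure D2:**
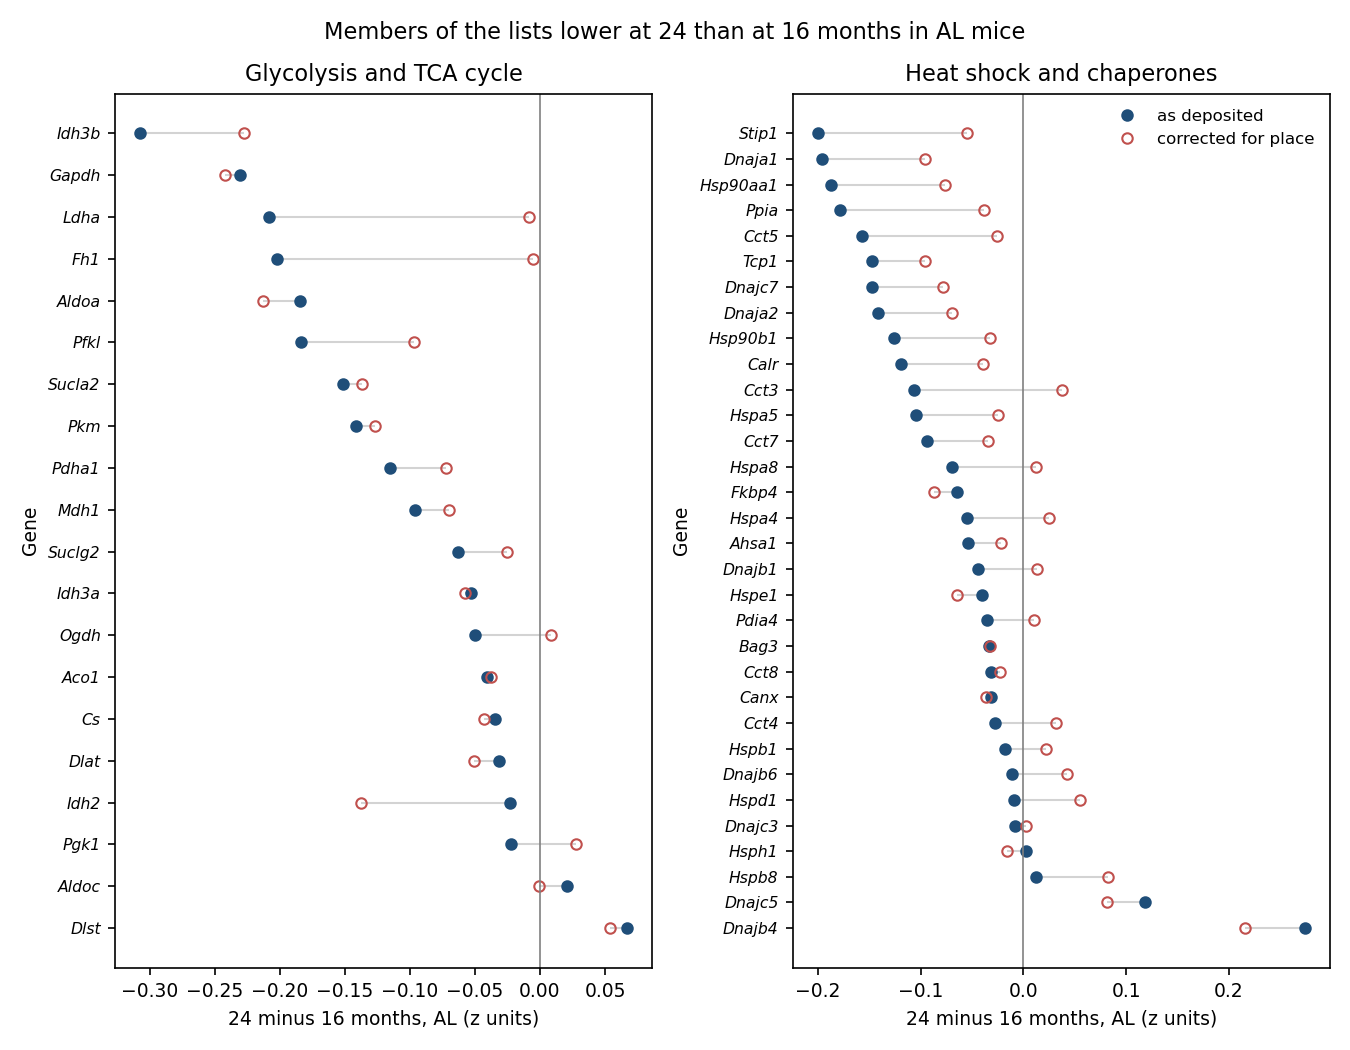
Effect of age, 24 minus 16 months in AL mice (horizontal axis, z units), for each measured member of the glycolysis and TCA cycle list and of the heat shock and chaperone list (vertical axis), as the mean over the gene's probes, with one marker for the deposited values and another for values corrected for place. Of the members, 18 of 20 and 28 of 32 lie below 0 as deposited, and the medians after the correction are -0.0542 and -0.0237.

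The other lists did not pass in this interval. Ribosomal protein genes were lower in 22 of 28 cases (median -0.0399, adjusted p = 0.0705), among them Rplp0, of the ribosomal stalk (-0.27 ± 0.11), and Rpl37a (-0.19 ± 0.08). Oxidative phosphorylation genes were lower in 16 of 23 (median -0.0675, adjusted p = 0.0924), with Sdhd of complex II at -0.29 ± 0.13 and Ndufs6 of complex I at -0.23 ± 0.12, and genes of cholesterol and fatty acid synthesis were higher in 10 of 12 (median 0.0216, adjusted p = 0.0705). With array batch as a block these 3 lists were called (adjusted p = 0.0331, 0.0384 and 0.0384), and with an estimated correlation they were not, either under the block (adjusted p = 0.371, 0.217 and 0.176 with an estimated correlation) or without it (adjusted p = 0.556, 0.392 and 0.248). Adjusted p was 0.320 for genes of immature neurons, 0.370 for the UPS (34 of 47 lower) and for the feeding, glucocorticoid and clock genes, 0.551 for Notch signalling and 0.734 for astrocytes and Bergmann glia. It was 0.781 for microglia, for the Werner, telomere and DNA repair genes (15 of 25 lower), for endothelium and meninges, for antioxidant defence, for myelin and for the X-linked genes that escape inactivation. For antigen presentation and for Purkinje cells it was 0.837, for Wnt signalling 0.847, and for synaptic vesicles and the cell cycle 0.942. The UPS, Wnt and Werner lists, and those of glycolysis and the TCA cycle, oxidative phosphorylation, Notch signalling and synaptic vesicles, follow themes that the study singled out on data that include these arrays, so their directions are not independent evidence. The median and the test differed in sign for synaptic vesicles (median -0.00813, tested as higher), antioxidant defence (-0.00125, mean 0.050) and Notch signalling (-0.0228, mean 0.043), and median and mean did so for the 3 measured myelin genes (0.0183 and -0.00158). Among single genes the smallest p values belonged to Rnmt, the methyltransferase of the mRNA cap (0.91 ± 0.27 against 1.29 ± 0.21, a difference of -0.40 ± 0.12), the splicing factor Rbmx (-0.31 ± 0.10), Hsp90aa1 and the mitotic kinase Cdk1 (-0.36 ± 0.13). The other Rnmt probe gave -0.01. Corrected for place, these effects were -0.151, -0.149, -0.136 and -0.103. limma called 0 probes (smallest adjusted p = 0.999); 110 had an unadjusted p under 0.05, 9 higher and 101 lower. There were 34 such probes among late arrays and 969 among early ones, a batch with only 2 mice of 24 months. There were 52 without AL male 16 months replicate 1, 71 without AL male 24 months replicate 4, where Rpl37a was at -0.122, and 73 without AL female 16 months replicate 1, and 280 without the 7 arrays that stand apart. The correction for place gave 202.

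Over the whole adult span, 24 against 6 months in AL mice, the same Brat1 probe again had the smallest p. Its level was 1.75 ± 0.20 (SD, n = 9) in old mice, 0.48 ± 0.12 (SE) above the young, with 9 of 9 old mice above the young median. Arih1, a ubiquitin ligase, differed by 0.39 ± 0.10, Oaz2, an antizyme that restrains polyamine synthesis, by 0.43 ± 0.11, and Ftl1, the light chain of the iron store ferritin, by -0.35 ± 0.10. Of the 5 Ftl1 probes, 4 were negative. Corrected for place, Brat1 was at 0.144, Arih1 at 0.137, Oaz2 at 0.121, Ftl1 at -0.0904 and Hsp90aa1, given below, at -0.107. The smallest adjusted p was 0.192. In the synaptic vesicle list Ap2a1 differed by 0.48 ± 0.13 and Atp6v1b2, a subunit of the proton pump that fills vesicles, by 0.33 ± 0.10. Rrm1, the large subunit of ribonucleotide reductase, differed by -0.32 ± 0.11. For the small subunit Rrm2 no direction can be given, since the probe with the smallest p gave -0.32 ± 0.09 and the other 2 were positive, up to 0.37. The histone chaperone Nasp differed by 0.42 ± 0.13. Energy genes went both ways, with Ldha at -0.35 ± 0.11, Idh3b at -0.40 ± 0.14 and Sdhd at -0.42 ± 0.13 but Cyc1 at 0.37 ± 0.13. Among chaperones Hsp90aa1 differed by -0.37 ± 0.11, with 5 of 6 probes negative, and Cct3 by 0.33 ± 0.10, with the other 4 probes negative. Rplp0 differed by -0.36 ± 0.11 and Rpl37a by -0.25 ± 0.08. The ubiquitin ligase scaffold Cul1 differed by 0.38 ± 0.12 and the catenin Ctnna1 by -0.35 ± 0.11, and in each 1 of 3 probes went the other way. Mt1 differed by 0.42 ± 0.14, Igf1r, the receptor of insulin-like growth factor, by 0.34 ± 0.11, and Ddb1, which recognises ultraviolet damage, by -0.31 ± 0.11.

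Of 16 genes set down in connection with the study before the data were examined, 11 were measured. The choice is incomplete, since the study discusses further genes such as Ctnna1, and its text does not name Pigf and Smarca4. Besides Hsp90aa1 the 11 were Uchl1, a ubiquitin hydrolase of neurons (0.36 ± 0.16), Pigf, of the GPI anchor pathway (0.38 ± 0.17), Elovl6, a fatty acid elongase (0.38 ± 0.17, with 3 of its 5 probes negative), the cathepsin Ctsz (0.16 ± 0.10), the deubiquitinase Usp46 (-0.23 ± 0.22), the chromatin remodeller Smarca4 (-0.19 ± 0.20), Tgfbr3 (0.37 ± 0.45), the kinase Nlk (-0.08 ± 0.10), the Notch ligand Jag1 (0.16 ± 0.23) and Hif1a (-0.20 ± 0.38). None passed, and the effects of Usp46 and Tgfbr3 turned sign after the correction for place, as did that of Igf1r. The effect of Hif1a went to -0.514 after it, away from 0. Uchl1 was at 0.225 without AL female 6 months replicate 5, Elovl6 at 0.194 without AL male 24 months replicate 3 and Tgfbr3 at 0.243 without AL male 6 months replicate 1. The values of Jag1, Nlk and Hif1a rest on single mice. Jag1 ran from 0.0418 without AL female 24 months replicate 5 to 0.308 without AL male 24 months replicate 2, Nlk from -0.130 without AL female 6 months replicate 5 to -0.036 without AL female 6 months replicate 4, and Hif1a turned to 0.117 without AL male 24 months replicate 4. No list was called in this comparison (smallest camera adjusted p = 0.511, with adjusted p = 0.807 with an estimated correlation). Adjusted over the list alone, 3 synaptic vesicle genes, 3 cell cycle genes, 2 each of glycolysis and the TCA cycle, ribosomal proteins, chaperones, antioxidant defence and the feeding and clock list, and 1 each of oxidative phosphorylation and astrocytes were called, and over all probes 0 were. The UPS list had a median of -0.0503 but a mean of 0.0309, and camera tested it as higher (adjusted p = 0.511), and the same difference of sign was found for oxidative phosphorylation, synaptic vesicles, astrocytes and the cell cycle. limma called 0 probes; 1321 had an unadjusted p under 0.05, 626 higher and 695 lower. With array weights it called 303 probes, 105 higher and 198 lower, but 0 with array weights and either array batch or run set as a block (1033 and 1204 at an unadjusted p under 0.05), and after the correction for place it called 0, with 307 at an unadjusted p under 0.05. The number at an unadjusted p under 0.05 was 1355 among late arrays, 645 among early ones and 793 without AL male 6 months replicate 5, with 0 called in each.

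**Figure D3:**
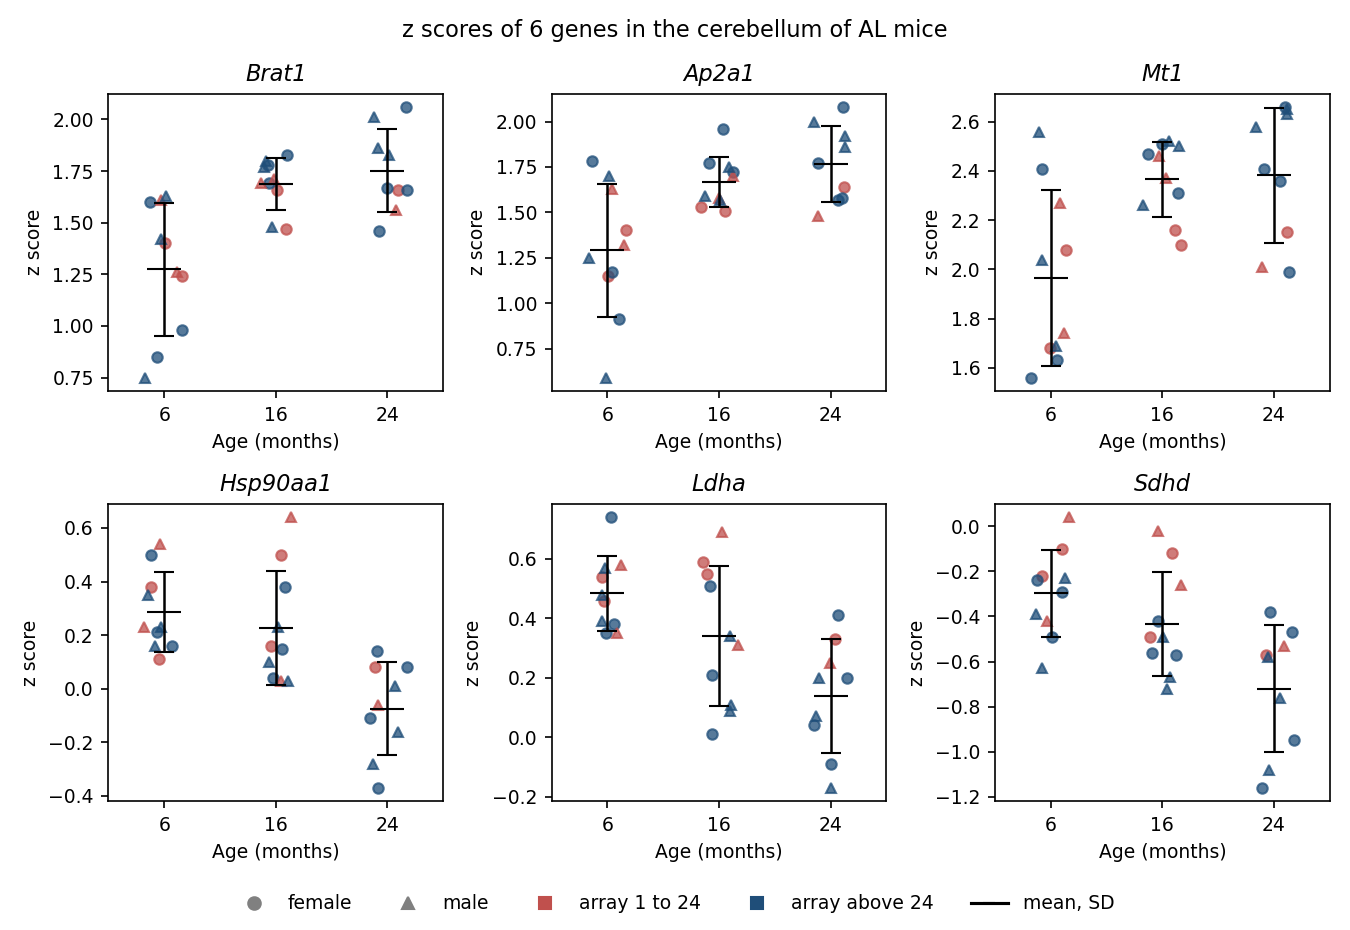
z score of Brat1, Ap2a1, Mt1, Hsp90aa1, Ldha and Sdhd (vertical axes) in each AL mouse at 6, 16 and 24 months (horizontal axis, n = 10, 10 and 9), with circles for females, triangles for males, red for arrays numbered up to 24 and blue for those above, and bars for the mean ± SD. Brat1 goes from 1.27 at 6 months to 1.69 and 1.75, and Hsp90aa1 from 0.29 to 0.23 and -0.07.

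Effects of age lay in patches on the filter. When the probes were set out in the order of their IDs as 384 zones of 22 probes, the zone accounted for 66.1% of the variance of the effects at 16 against 6 months, 49.9% at 24 against 6 months and 8.46% at 24 against 16 months, where 4.53% would arise by chance. Effects of probes with neighbouring IDs correlated at 0.666, 0.452 and 0.0421 across probes, which are not independent replicates, while 1000 shuffled orders reached at most 0.0382, 0.0371 and 0.0391. At 24 against 16 months the position within the zone accounted for 39.0% of the variance. Of the 33 probes selected by the z ratio rule 25 shared 1 of the 22 positions. The named Rnmt and Cdk1 probes and most Hsp90aa1 probes also lie there. The same selection in 1000 shuffled orders put at most 8 probes at 1 position.

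**Figure D4:**
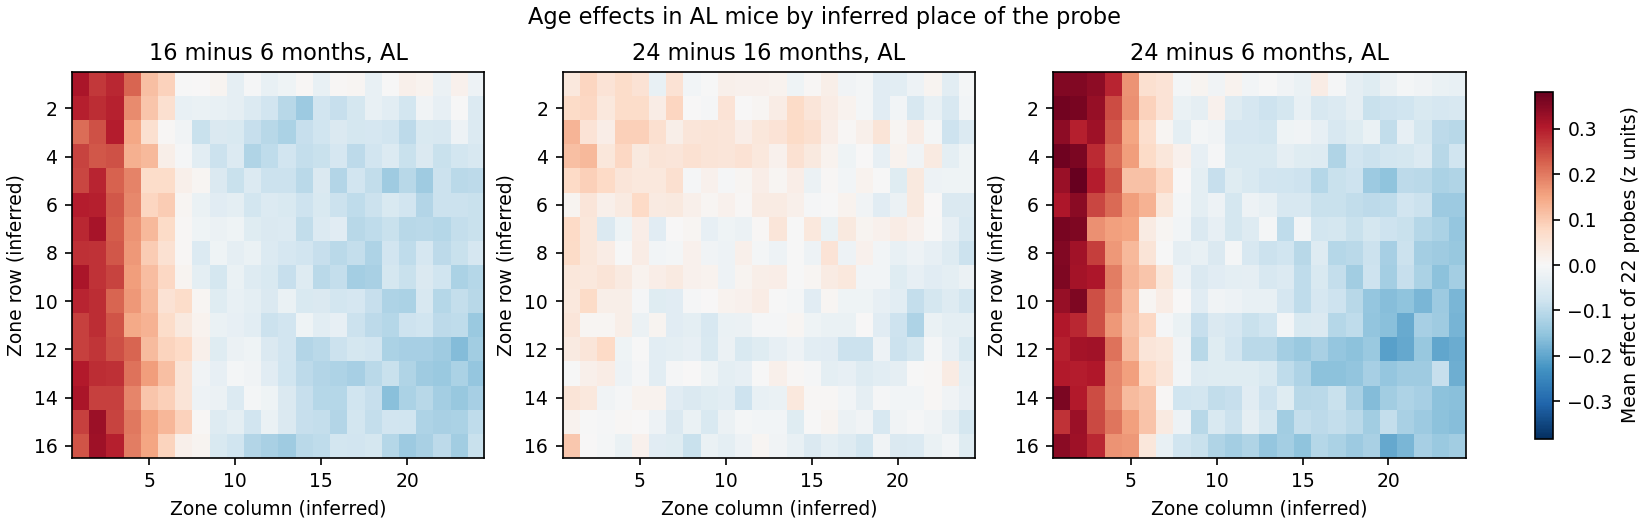
Mean effect of age (colour, z units) in each of the 384 zones, drawn as 16 rows (vertical axis) and 24 columns (horizontal axis), for 16 against 6, 24 against 16 and 24 against 6 months in AL mice. Rows and columns were inferred from the order of the probe IDs and the correlation of effects. Zone means run from -0.166 to 0.328, from -0.117 to 0.129 and from -0.208 to 0.383, with 122, 179 and 116 zones above 0.

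The 6 patterns of change that the study defined over the 2 age intervals were counted with the z ratio rule, the first steps of its selection. Pattern 1, no change in either interval, held 8126 probes (96.2%). Pattern 6, a change from young to middle age and none after, held 289 probes, which was 89.8% of the 322 with any change (64.2% of 159 without the 7 arrays that stand apart and 80% of 45 after the correction for place). Pattern 2, a change from middle to old age alone, held 32 probes, pattern 4 held 1, and patterns 3 and 5 held 0. The rule selected 287 probes as higher and 3 as lower at 16 months, and 1 as higher and 32 as lower at 24 against 16 months. These were 80 and 23, and 3 and 54, without the 7 arrays, and after the correction for place 33 and 3, and 2 and 7. After the correction for place 36 probes were in pattern 6 and 9 in pattern 2, and with an adjusted p under 0.05 in each interval all 3 occupied patterns were empty by limma. Without AL male 6 months replicate 5 pattern 6 held 95 probes, without AL female 6 months replicate 5 it held 158 and without AL female 6 months replicate 2 it held 454. Pattern 2 held 11 without AL male 24 months replicate 1, 12 without AL male 16 months replicate 1, 14 without AL female 16 months replicate 3 and 18 without AL female 24 months replicate 1 or AL male 24 months replicate 4. It held 21 without AL female 16 months replicate 1, AL male 16 months replicate 5 or AL female 24 months replicate 4.

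The spread of each mouse around the mean of its group was compared to see whether variability between mice differs with age. In AL mice it averaged 0.428 ± 0.063 z (SD, n = 10) at 6 months, 0.357 ± 0.075 (SD, n = 10) at 16 months and 0.314 ± 0.118 (SD, n = 9) at 24 months. The old mice differed from the young by -0.113 (two-sided exact permutation test over 92378 splits, p = 0.0192). Among late arrays the difference was -0.102 (0.217 ± 0.026, n = 7, against 0.320 ± 0.056, n = 6; exact permutation p = 0.000583 over 1716 splits). Among early arrays, with only 2 old mice, it was 0.0529 (0.512 and 0.525, n = 2, against 0.428 to 0.508, n = 4; exact permutation p = 0.2, with 15 splits, too few to reach 0.05). The early distances, like those behind -0.113, were taken from group means over both batches. Each old group held 1 early array and each young group 2, so neither 0.0529 nor -0.113 can tell spread from batch. With array batch as a block the difference was -0.0610 (exact permutation p = 0.0241), and -0.00205 among the early arrays of that fit (0.266 against 0.268), and with the correction for place as well -0.0145 (exact permutation p = 0.368). Of the young mice AL male 6 months replicate 5 and AL female 6 months replicate 5 stand apart, with a spread of 0.377 and 0.451 under the block against 0.240 to 0.314 in the other 8. Without the 7 arrays that stand apart the difference was -0.0986 (exact permutation p = 0.0337), among late arrays -0.0349 (0.217 ± 0.026, n = 7, against 0.252 ± 0.0098, n = 4; exact permutation p = 0.0333 over 330 splits) and with batch as a block -0.0188 (exact permutation p = 0.224). These 3 alternatives were chosen after seeing the data.

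In CR mice the same ages were compared to see whether restriction alters the course of aging. At 16 against 6 months the smallest p values belonged to C1galt1c1, the chaperone of an O-glycosylation enzyme (-1.25 ± 0.47, n = 10, against -0.74 ± 0.22, n = 9, a difference of -0.51 ± 0.14), Trpm7, a channel with a kinase domain (-0.49 ± 0.15), Eif2b4, of the exchange factor that controls translation under stress (0.53 ± 0.17), and Hsp90b1, the HSP90 of the endoplasmic reticulum (-0.68 ± 0.22). Without CR female 16 months replicate 2, an array that stands apart, Hsp90b1 was at -0.368 and Trpm7 at -0.316, and Rpl26 at 24 against 16 months, given below, was at -0.317. The effects of C1galt1c1 and Trpm7 turned sign after the correction for place, and Hsp90b1 went to -0.130. At 24 against 16 months Adipor1, an adiponectin receptor, was 0.345 ± 0.246 (n = 8) against 0.795 ± 0.361 (n = 10), a difference of -0.435 ± 0.097, although its other probe gave 0.01. Nfatc2ip, a partner of an NFAT factor, differed by -0.31 ± 0.07, Fem1a by -0.54 ± 0.14 and Lmbr1l by -0.38 ± 0.10, and after the correction these 4 were at -0.191, -0.179, -0.202 and -0.114. Ribosomal protein genes were lower in 19 of 28 cases, with Rpl26 at -0.48 ± 0.14 and Rpl32 at -0.33 ± 0.11 but Rps20 at 0.58 ± 0.17 (and -0.07 in the other Rps20 probe). Of this list 3 genes were called when adjusted over the list alone, as was 1 each of synaptic vesicles, astrocytes and chaperones. Hspa5, the main chaperone of the endoplasmic reticulum, differed by -0.43 ± 0.13, Hsp90aa1 by -0.305 ± 0.109 (5 of 6 probes negative) and the conjugating enzyme Ube2d3 by -0.645 ± 0.222. At 24 against 6 months Serinc1, which aids the use of serine in membrane lipids, differed by -0.41 ± 0.12, Coq10b, a coenzyme Q binding protein, by 0.51 ± 0.16, the metalloprotease Mmp23 by -0.37 ± 0.11 and Trappc8, of a vesicle tethering complex, by -0.42 ± 0.13. Rpl32 (-0.33 ± 0.11), Ldha (-0.31 ± 0.12) and the kinases Csnk2a1 (-0.35 ± 0.12) and Mapk8 (-0.32 ± 0.12) had negative effects there, the last with its other probe at 0.07, and none of the genes of this paragraph passed over all probes, and 3 ribosomal protein genes were again called when adjusted over the list alone.

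limma called 0 probes in each of the 3 comparisons of CR ages, with 349, 1006 and 476 at an unadjusted p under 0.05 for 16 against 6, 24 against 16 and 24 against 6 months. Within late arrays these were 97, 957 and 253, and within early arrays 751, 685 and 166, again with 0 called. The correction for place left 441, 801 and 434, with 0 called. All lay above 422, most so at 24 against 16 months, but corrected values were not compared with random divisions. Without CR female 16 months replicate 2 the first number was 159 and the second 658, and without CR male 16 months replicate 2 the first was 223. Without CR male 24 months replicate 3 the second was 621 and the last 295. The last was 1003 without CR female 24 months replicate 1, 276 without CR female 24 months replicate 2 and 244 without CR male 6 months replicate 2. The 3 numbers were 174, 506 and 374 without the 7 arrays that stand apart. With array weights 99 probes were called at 24 against 16 months and 1 at 24 against 6 months. With array batch as a block as well these were 11 and 0 (534 at an unadjusted p under 0.05), and with run set as a block 78 and 2. The smallest camera adjusted p of a list was 0.120 at 16 against 6 months (antigen presentation and interferon response, 6 of 8 lower, with 1 member called when adjusted over the list alone), 0.458 at 24 against 16 months and 0.333 at 24 against 6 months (Wnt signalling, 19 of 23 lower, a pathway the study chose and so not independent evidence, and chaperones, 24 of 32 lower). With an estimated correlation the smallest adjusted p values were 0.635, 0.741 and 0.711. Without the 7 arrays that stand apart the ribosomal protein list was called at 24 against 16 months (adjusted p = 0.00101, and adjusted p = 0.932 with an estimated correlation) and the chaperone list at 24 against 6 months (adjusted p = 0.0135, and adjusted p = 0.848 with an estimated correlation). Whether age effects differed between diets was tested by the interaction of diet with age, for which limma called 0 probes and 145 had an unadjusted p under 0.05. That number was 77 without CR female 16 months replicate 2, 90 without CR male 16 months replicate 5, and 245, 223 and 264 without CR male 16 months replicate 1, 3 or 4. It was 341 without CR female 6 months replicate 5 and 56 without the 7 arrays that stand apart. Among late arrays it was 261, among early ones 339 and with array weights 795, with 0 called in each.

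CR was set against AL at each age to find genes that respond to diet. At 6 months Scaf8, which binds RNA polymerase (-0.91 ± 0.24, n = 9, against -0.63 ± 0.19, n = 10), differed by -0.28 ± 0.10, Dop1a by -0.47 ± 0.18, the metalloprotease Adam8 by -0.30 ± 0.12 and Trp53bp1, of the repair of DNA breaks, by 0.37 ± 0.15, with its other probe at -0.05. At 16 months Ern1, the stress sensor IRE1, was at -0.74 ± 0.38 under CR against -1.21 ± 0.20 (n = 10 each), a difference of 0.46 ± 0.13, and Hspa5 differed by 0.37 ± 0.12, and neither passed. Mcrip1 (-0.72 ± 0.21) and the syntaxin Stx8 (-0.56 ± 0.16) had lower means and the peptidase Lap3 a higher one (0.27 ± 0.08). The correction for place left Ern1 at 0.303, Mcrip1 at -0.425, Stx8 at -0.0889, Lap3 at 0.0995 and Hspa5 at 0.223. Ppia, the cyclophilin of the cytosol, differed by -0.765 ± 0.232 and was negative in all 5 probes (-0.787 to -0.49), but its SD was 1.17 in CR mice and 0.15 in AL mice, and the malate dehydrogenase Mdh1 differed by -0.59 ± 0.24. Without CR male 16 months replicate 2 Ppia was at -0.478 and Mdh1 at -0.274, and without CR female 16 months replicate 2 Mdh1 was at -0.320. At this age 3 of the 10 CR arrays and 0 of the 10 AL arrays stand apart. Of the glycolysis and TCA cycle genes 15 of 20 were lower under CR at 16 months (median -0.0840, camera adjusted p = 0.0921, and adjusted p = 0.803 with an estimated correlation), which passed after the correction for place (adjusted p = 0.00391, and 0.299 with an estimated correlation). At 24 months the GTPase Drg2 differed by -0.37 ± 0.11, Slc45a3, a sugar transporter, by -0.33 ± 0.11 (its other probe at 0.06), the kinase Abl2 by -0.22 ± 0.08 and Zcrb1 by 0.31 ± 0.11. The CR males of this age were 673 days old, younger than the AL males of 719 to 743 days. As a mean over the 3 ages Hspa5 was -0.88 ± 0.29 (n = 27) under CR and -1.11 ± 0.25 (n = 29) under AL, a difference of 0.22 ± 0.07 seen in 21 of 27 CR mice and of the same sign in both probes. It was joined by Ssr1, of the protein translocation channel (0.37 ± 0.12), the stress-induced factor Atf3 (0.20 ± 0.07), the co-chaperone Dnajc3 (0.20 ± 0.09) and the peroxiredoxin Prdx1 (0.14 ± 0.07), and Slc45a3 differed by -0.18 ± 0.06, with its other probe at 0.01.

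limma called 0 probes for diet at 6, 16 and 24 months and for their mean (smallest adjusted p = 1, 0.725, 1 and 0.999), with 53, 530 (272 higher and 258 lower under CR), 82 and 127 at an unadjusted p under 0.05. Within late arrays these numbers were 191, 313, 127 and 154, and within early arrays 88, 856, 459 and 399, with 0 called. At 16 months array weights called 6 probes with array batch as a block and 4 with run set as a block. The correction for place gave 175, 375, 481 and 359 at an unadjusted p under 0.05, with 0 called. Of these only the number at 24 months lay above the 422 that chance gives. Without CR female 16 months replicate 2 the number at 16 months was 196 and that over all ages 75. Without the 7 arrays that stand apart the numbers were 90, 86, 145 and 134, so the number at 16 months was no longer above 422. At 6 months it was 417 without CR female 6 months replicate 5, 31 without CR female 6 months replicate 4, 98, 173, 29 and 30 without AL female 6 months replicate 1, 2, 4 or 5, and 103 and 28 without AL male 6 months replicate 2 or 5. At 24 months it was 46, 131 and 197 without CR female 24 months replicate 2, 3 or 4, and 132 without AL male 24 months replicate 1. The z ratio rule selected 12 probes at 6 months (0.142%), 119 at 16 months (1.41%, 4 higher and 115 lower under CR, among probes with a mean z above 0), 15 at 24 months (0.178%) and 18 over all ages (0.213%). At 16 months the rule selected 22 probes (0.260%) with a plain 2-group test, 29 (0.343%) without the 7 arrays that stand apart, 105 (1.24%) with a ratio above 2, 129 (1.53%) with batch as a block and 124 (1.47%) with the correction for place as well. At 24 months and over all ages it selected 69 (0.817%) and 57 (0.675%) with the correction for place. Without the 7 arrays these were 38 (0.450%) and 43 (0.509%). No list passed at 6 months (smallest adjusted p = 0.204, UPS, 28 of 47 higher, not independent evidence for the reason given), 24 months (0.869) or over all ages (0.601 with an estimated correlation), and 0 list members were called when adjusted over the list alone.

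Females and males were compared over all adult ages and both diets, 30 against 26 mice. Nucks1, a chromatin protein, stood at -1.30 ± 0.52 in females and -1.67 ± 0.29 in males, a difference of 0.37 ± 0.11 in 23 of 30 females, although its other probe gave -0.05. Phtf1 differed by -0.22 ± 0.08, the peroxisomal transporter Abcd3 by -0.12 ± 0.05 and Ice1, of a transcription elongation complex, by 0.24 ± 0.10. Genes of the X chromosome known to escape inactivation hardly differed, with Ddx3x at 0.06 ± 0.06 (1 of 3 probes at -0.02), Kdm6a at 0.04 ± 0.04 (its other probe at -0.000361), Pbdc1 at 0.04 ± 0.06 and Eif2s3x at -0.02 ± 0.18. The Y-linked gene Eif2s3y was at -0.90 ± 0.31 in females and -0.90 ± 0.25 in males, both below the mean of the array, and its sign was negative after quantile normalization and after the correction for place, so these probes do not check the sex given in the labels. Of the 23 Wnt signalling genes 20 were lower in females (median -0.0360, camera adjusted p = 0.0520, and adjusted p = 0.616 with an estimated correlation). Quantile normalization brought this to 0.0462, and the study chose that pathway on data that include these arrays, so the direction is not independent evidence. limma called 0 probes (smallest adjusted p = 1), and 54 had an unadjusted p under 0.05, with 193 among late arrays, 326 among early ones, 114 without CR female 24 months replicate 1 and 84 without CR male 16 months replicate 2. The correction for place gave 256 at an unadjusted p under 0.05. No list members were called when adjusted over the list alone.

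Whether diet acted differently in the sexes was tested as an interaction, the diet effect in females minus that in males. Plat, the tissue plasminogen activator, had the largest of the 4 leading values (0.90 ± 0.29, and 0.30 in its other probe), followed by Oog3 (0.46 ± 0.15), Glod4 (-0.37 ± 0.12) and Dop1a (-0.29 ± 0.09, with 1 of 3 probes at 0.01). Oxidative phosphorylation genes were lower in 19 of 23 cases (median -0.103, camera adjusted p = 0.196, and 0.367 with an estimated correlation), with the electron carrier Cycs at -0.24 ± 0.11, and the cadherin of vessel walls, Cdh5, was at 0.40 ± 0.15. limma called 0 probes and 270 had an unadjusted p under 0.05, 539 among late arrays, 218 among early ones and 625 without the 7 arrays that stand apart, with 0 called in each. The number was 451 without CR female 24 months replicate 1 or AL male 24 months replicate 1, 436 without AL female 6 months replicate 5, 415 without CR male 16 months replicate 2, 173 without CR female 16 months replicate 5 and 162 without CR female 6 months replicate 3. For the interaction of sex with age limma called 0 probes, with 48 at an unadjusted p under 0.05. This was 115 without AL male 6 months replicate 5, 84 without CR female 24 months replicate 1, 77 without CR female 6 months replicate 4, 74 without CR male 16 months replicate 5 and 25 without CR male 24 months replicate 2. It was 134 among late arrays, 152 among early ones and 101 without the 7 arrays that stand apart, with 0 called in each.

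The young groups placed the adult values on the course of postnatal maturation. From 17 to 21 days to 33 to 44 days Jag1, the Notch ligand, went from -0.56 ± 0.46 to 0.21 ± 0.43 (n = 5 each), a difference of 0.87 ± 0.32 with 5 of 5 older mice above the median of the younger, and the Notch target Heyl differed by 0.29 ± 0.13. Of the 7 Notch genes measured 6 were higher (median 0.147, camera adjusted p = 0.134, and adjusted p = 0.630 with an estimated correlation), and the list passed after the correction for place (adjusted p = 0.0307, and 0.331 with an estimated correlation). Lap3 differed by -0.485 ± 0.119, the initiation factor Eif4h by -0.51 ± 0.14, the lysosomal thioesterase Ppt1 by -0.47 ± 0.14, Pramel12 by 0.44 ± 0.12 and the conjugating enzyme Ube2j2 by -0.72 ± 0.27. From 33 to 44 days to 6 months Kalrn, an exchange factor that shapes dendritic spines, went from 0.28 ± 0.37 (n = 5) to 0.77 ± 0.17 (n = 10), a difference of 0.52 ± 0.13 in 10 of 10 adults. Lap3 differed by 0.41 ± 0.10, the adaptor Afap1l2 by 0.51 ± 0.14 and Ppt1 by 0.43 ± 0.12, the last with its other probe at -0.07. The correction for place left Kalrn at 0.241, Afap1l2 at 0.303, Ppt1 at 0.167 and Lap3 at 0.122 here and -0.207 in the first comparison. Sdhd (0.52 ± 0.16), the ferritin heavy chain Fth1 (0.33 ± 0.11) and Idh3a (0.32 ± 0.11, with 1 of 3 probes at -0.04) had higher means at 6 months, and Igf1r a lower one (-0.40 ± 0.13). Without AL female 33-44 days replicate 2 Lap3 was at -0.283 in the first and 0.208 in the second comparison and Sdhd at 0.331, and without AL female 33-44 days replicate 1 Fth1 was at 0.183. limma called 0 probes in both comparisons (smallest adjusted p = 0.999 and 0.5), with 359 and 729 at an unadjusted p under 0.05. Within late arrays the numbers were 745 and 1273, the second with 1 probe called, and within early arrays 136 and 247. The early young arrays are 2 females of 17 to 21 days and 2 males of 33 to 44 days, so the early numbers rest on a sex effect estimated from the adults and carry little weight. Without AL male 33-44 days replicate 3 the numbers over all arrays were 134 and 296. The first was 202 without AL male 17-21 days replicate 1, 238 without AL female 17-21 days replicate 3 and 552 without AL male 33-44 days replicate 2. Without the 7 arrays that stand apart, none of them young, the numbers were 745 and 685. No list passed in the second comparison (smallest adjusted p = 0.760), where 1 gene each of oxidative phosphorylation, Purkinje cells and the feeding and clock list was called when adjusted over the list alone, against 0 in the first.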

Values the study reported

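The study states that 1.2% of the genes in the cerebellum changed between middle and old age. It states that 64% of the age-responsive genes of the cerebellum changed only between young and middle age. It reports that CR affected fewer than 0.5% of genes in each CNS region, the cerebellum included. The threshold of its selection was a z ratio of 1.5.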

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

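The tests with array batch as a block, with the correction for place, without the 7 arrays that stand apart, of the position within a zone at 24 against 16 months and by divisions within array batch were chosen after the results were seen, and the remaining tests were set before their results were computed.

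The first pattern is the excess of small p values for age in AL mice, 645 probes at 16 against 6 months and 1321 at 24 against 6 months where chance gives 422 on average. A shift between array batches would lose the excess once batch is a block, but the numbers were then 891 and 1408, which speaks against it. A shift of regions of the filter would make neighbouring probes move together, and the effects of neighbouring IDs correlated at 0.666 and 0.452, against a highest shuffled value of 0.0382 and 0.0371. The numbers after the correction for place were 199 and 307, below the number expected by chance, so place on the filter may account for the whole excess. An effect of age on single genes of the size seen for Brat1 after the correction, 0.13 and 0.14, is left open, since the correction may also have removed real effects shared by neighbours.

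The second pattern is the smaller spread between old than between young AL mice, -0.113 z. Array batch alone is an unlikely cause, since the difference was -0.102 among the arrays numbered above 24 and -0.0610 with batch as a block. It was -0.00205 among the early arrays of the blocked fit, which hold only 2 old mice. The 0.0529 of the early arrays without the block decides nothing, since distances from group means over both batches mix batch with spread. Among the young AL male and AL female 6 months replicate 5 stand apart, and without the 7 such arrays the difference was -0.0986 (exact permutation p = 0.0337), -0.0349 among those above 24 (exact permutation p = 0.0333) and -0.0188 with batch as a block (exact permutation p = 0.224), so these 2 arrays could account for part of it. After the correction for place it was -0.0145 (exact permutation p = 0.368), so uneven signal over the filters of the young mice could be the source as well. A narrower range of expression in old mice that have survived to that age is the other reading, and it would have to lie in the part that the correction removes.

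The third pattern is the lower median of the glycolysis and TCA cycle genes and of the chaperone genes at 24 against 16 months in AL mice, -0.0795 and -0.0546. Position on the filter matters here, because effects at the same position in neighbouring zones correlated at 0.518. Neighbouring IDs correlated at 0.0421, too little to decide. At the commonest position (3 and 9 genes) the medians were -0.202 and -0.167, and outside it -0.063 and -0.035. Other positions can carry place effects too, so the latter do not argue against place. The corrected list medians were -0.0542 and -0.0237 (camera adjusted p = 0.0491 and 0.705). Place may account for the chaperone call, and is left open for the other list. A lower demand for glucose oxidation and protein folding in the old cerebellum is an untested hypothesis. Corrected, Ldha was at -0.01, Idh3b at -0.227 and Gapdh at -0.242.

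Mice were also divided at random in 100 ways, the real division included, without regard to array batch. By these divisions chance cannot be excluded for the number of probes at an unadjusted p under 0.05 in any comparison, and several random divisions called many probes, which points to a structure of the samples that the design does not contain. In AL mice 12 of 100 divisions reached the real 645 at 16 against 6 months (highest other 1782), 37 reached 110 at 24 against 16 months (highest other 990) and 6 reached 1321 at 24 against 6 months (highest other 1616). The divisions that gave these highest values followed array batch in part, with 6 against 2, 0 against 6 and 5 against 1 early arrays, and the numbers within the late batch were 1231, 34 and 1355. In CR mice the divisions reaching the real value were 70 for 349 (highest other 2243), 32 for 1006 (highest other 2199, with 216 called) and 24 for 476 (highest other 1575).

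For diet, 89 divisions reached 53 at 6 months (highest other 2095, with 378 called), 33 reached 530 at 16 months (1977, with 481 called), 96 reached 82 at 24 months (1705) and 81 reached 127 over all ages (1624, with 342 called). The highest divisions at 6 and 16 months had 1 against 7 and 7 against 1 early arrays, and the real numbers within the late batch were 191 and 313. For sex 96 divisions reached 54 (highest other 2072, with 293 called). Of the young comparisons 13 reached 359 (1069, with 0 against 4 early arrays; 745 within the late batch) and 28 reached 729 (1935, with 6 against 0 early arrays and 814 called; 1273 within the late batch). For the interactions 46 reached 270 for sex by diet (1699), 77 reached 145 for diet by age (2028, with 455 called) and 100 reached 48 for sex by age (1744).

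With the z ratio rule chance can be excluded by these divisions at the level of 5 in 100 for 16 against 6 months in AL mice (290 probes, 2 divisions as high, highest other 293), for the first young comparison (155, 3 divisions, 207) and for the number of probes in patterns 2 to 6 (322, 4 divisions, 398). It cannot be excluded for 24 against 16 months (33, 14 divisions, 254) and 24 against 6 months in AL mice (354, 5 divisions, 479), or for the same intervals in CR mice (112, 62 divisions, 329; 198, 22 divisions, 468; 120, 21 divisions, 541). The same holds for diet at 6 months (12, 74 divisions, 583), 16 months (119, 28 divisions, 249), 24 months (15, 80 divisions, 344) and over all ages (18, 77 divisions, 487). It holds too for sex (10, 92 divisions, 478), for 6 months against 33-44 days (206, 12 divisions, 446) and for the 2 lists called at 24 against 16 months (10 divisions as high, highest other 5 lists).

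Some of the divisions with the highest values followed batch and others did not. Those of CR mice at 24 against 16 and 24 against 6 months had 2 against 4 early arrays, as the real groups have, and that of diet over all ages had 10 against 10. To hold batch fixed, mice were divided again within array batch, with batch as a block. Run set was held fixed in neither kind of division. For the number of probes at an unadjusted p under 0.05 chance can then be excluded at 24 against 6 months in AL mice (1408, 1 of 100 divisions, highest other 1195). It cannot be excluded at 16 against 6 months (891, 5 divisions, 1226) or 24 against 16 months (132, 44 divisions, 573), or in CR mice (471, 59 divisions, 2241, with 93 called; 1127, 44 divisions, 2367, with 619 called; 507, 20 divisions, 1372). The same holds for diet at 6 months (99, 91 divisions, 1450, with 313 called), 16 months (648, 26 divisions, 1289), 24 months (149, 93 divisions, 1157) and over all ages (179, 76 divisions, 1833), and for sex (89, 99 divisions, 2205, with 250 called). It holds for 6 months against 33-44 days (917, 14 divisions, 2317, with 1039 called), sex by diet (352, 36 divisions, 1248, with 3 called), diet by age (256, 45 divisions, 1359, with 2 called) and sex by age (113, 95 divisions, 1499, with 6 called).

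With the z ratio rule chance can be excluded within batch at 24 against 6 months in AL mice (382, 2 divisions, 396), for patterns 2 to 6 (363, 4 divisions, 568) and for the number of lists called at 24 against 16 months (5 lists, 2 divisions, highest other 5). Those list calls use the preset correlation, and with an estimated one 0 lists were called under the block (smallest adjusted p = 0.176 with an estimated correlation). The exclusion at 16 against 6 months in AL mice was lost (337, 6 divisions, 464). Chance cannot be excluded at 24 against 16 months in AL mice (28, 29 divisions, 180) or in CR mice (148, 54 divisions, 417; 207, 41 divisions, 585; 114, 20 divisions, 280). Nor can it be for diet at 6 months (15, 89 divisions, 528), 16 months (129, 54 divisions, 235), 24 months (28, 82 divisions, 401) and over all ages (34, 73 divisions, 462), for sex (10, 98 divisions, 541) or for 6 months against 33-44 days (229, 31 divisions, 544). The first young comparison has only 9 divisions within batch, too few to decide, with 496 probes at an unadjusted p under 0.05 (highest other 179) and 193 by the rule (highest other 52).

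In 24 of the 219 groups of values examined (11.0%) 1 mouse stood far from the others, and the share that chance would give was not computed. By correlation with their batch these were AL female 24 months replicate 1 (0.910, others 0.944 to 0.956), AL female 6 months replicate 5 (0.815, others 0.926 to 0.947), AL male 6 months replicate 5 (0.886, others 0.938 to 0.944), CR female 16 months replicate 2 (0.764, others 0.926 to 0.958), CR female 24 months replicate 2 (0.703, others 0.908 to 0.947) and CR female 6 months replicate 5 (0.843, others 0.944 to 0.952). Rnmt was 0.29 in AL male 24 months replicate 2 (others 0.79 to 1.27), where Pigf was 0.36 (others 0.89 to 1.2). Oaz2 was 0.07 in AL female 24 months replicate 3 (others 0.70 to 1.03), where Rplp0 was 0.16 (others -0.30 to -0.09). Elovl6 was 1.34 in AL male 24 months replicate 3 (others -0.30 to 0.19) and Hif1a -5.12 in replicate 4 (others -3.63 to -2.42). In AL female 6 months replicate 5 Ftl1 was 0.81 (others 0.24 to 0.53) and Smarca4 0.31 (others -0.33 to -0.12), and in AL male 6 months replicate 5 Cct3 was -1.08 (others -0.71 to -0.29).

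In CR female 6 months replicate 5 Eif2b4 was -1.24 (others -0.70 to -0.35), Adam8 -0.27 (others -1.25 to -0.82) and Trp53bp1 -1.37 (others -0.28 to 0.73). Hsp90b1 was -3.40 in CR female 16 months replicate 2 (others -1.59 to 0.02). In CR male 16 months replicate 5 Nfatc2ip was 0 (others -0.67 to -0.39) and Lmbr1l 1.18 (others -0.18 to 0.39). Trappc8 was -1.44 in CR female 24 months replicate 2 (others -0.56 to 0.03) and Slc45a3 was 0.69 in replicate 4 (others -0.28 to 0.11). Fth1 was 0.08 in AL female 33-44 days replicate 1 (the other 33-44 day mice 0.52 to 0.68). Of the 24 values 15 lie in the 7 arrays that stand apart.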

How the results depend on the processing

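The alternatives planned before the data were examined and those added after seeing the data gave 274 refits of the 16 comparisons, of which 17 called at least 1 probe. Of 473 fits that left out 1 mouse 7 called at least 1 probe. Named genes gave 131 pairs of gene and comparison, for 108 genes, and of their 655 values under alternatives 10 had the sign turned. The labels tie no mouse to another, so mice could not be paired by origin. Run sets, the consecutive stretches of the running number, hold 1 mouse of most adult groups and were used as a block instead (planned). limma then called 0 probes in all 16 comparisons, with 982, 213 and 1720 at an unadjusted p under 0.05 for 16 against 6, 24 against 16 and 24 against 6 months in AL mice and 495, 1511 and 939 in CR mice. The numbers were 98, 716, 135 and 169 for diet at 6, 16 and 24 months and over all ages, 79 for sex, 456 and 1183 in the young comparisons, and 306, 303 and 146 for sex by diet, diet by age and sex by age. With the correction for place (added after seeing the data) the young comparisons gave 402 and 270. The 3 interactions then gave 405, 209 and 162.

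Array weights, planned before the data were examined, called 303 probes at 24 against 6 months in AL mice, and 99 at 24 against 16 months and 1 at 24 against 6 months in CR mice. All following alternatives of this paragraph were added after seeing the data. Array batch as a block with array weights called 1 probe at 24 against 16 months in AL mice, 11 at 24 against 16 months in CR mice and 6 for diet at 16 months. Run set as a block with array weights called 1, 78 and 4 in these, 2 at 24 against 6 months in CR mice and 2 for sex by diet. Neither called a probe at 24 against 6 months in AL mice, where weights alone called 303. Late arrays alone called 1 at 6 months against 33-44 days, and late arrays without the 7 that stand apart called 1 at 24 against 16 months in CR mice and 4 at 33-44 against 17-21 days. In the last comparison 1 probe was called without the 7 arrays with batch as a block, with the place correction, and with the zone correction.

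For the z ratio rule, a ratio above 2 (planned) gave 159, 10 and 94 probes at 16 against 6, 24 against 16 and 24 against 6 months in AL mice, 101 at 24 against 16 and 16 at 24 against 6 months in CR mice, 7, 8 and 8 for diet at 6 months, 24 months and over all ages, 0 for sex, and 51 in each young comparison. A plain 2-group test (planned) gave 50 at 24 against 16 months in AL mice, 39 at 16 against 6 and 85 at 24 against 16 months in CR mice, 22 for diet at 16 months and 115 at 6 months against 33-44 days. The place correction (added after seeing the data) gave 36, 9 and 30 in AL mice, 29 at 24 against 6 months in CR mice, 69 for diet at 24 months, 57 over all ages, 21 for sex, and 101 and 51 in the young comparisons. Array batch as a block (added) gave 28 for diet at 24 months and 34 over all ages. Without the 7 arrays that stand apart (added) the rule gave 103, 57 and 64 in AL mice, 29 at 16 against 6 and 23 at 24 against 6 months in CR mice, 29, 29, 38 and 43 for diet at 6, 16 and 24 months and over all ages, and 245 and 124 in the young comparisons.

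With an adjusted p under 0.05 by limma (planned) patterns 2, 4 and 6 held 0 probes each. Pattern 4 held 2 with batch as a block. With the place correction patterns 2, 4 and 6 held 9, 0 and 36, and without the 7 arrays patterns 2 and 6 held 56 and 102. Leaving out 1 mouse gave 11 to 43 probes in pattern 2, 0 to 3 in pattern 4 and 95 to 454 in pattern 6. Pattern 2 held 11 without AL male 24 months replicate 1, 12 without AL male 16 months replicate 1, 14 without AL female 16 months replicate 3 and 18 without AL female 24 months replicate 1 or AL male 24 months replicate 4. Pattern 6 held 95 without AL male 6 months replicate 5, 158 without AL female 6 months replicate 5 and 454 without AL female 6 months replicate 2.

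Of the lists at 24 against 16 months in AL mice 2 were called, 0 with an estimated correlation (planned), 5 with batch as a block (0 with batch as a block and an estimated correlation) and 1 with the place correction, and 0 to 6 when 1 mouse was left out, with 0 without AL male 16 months replicate 1 or AL male 24 months replicate 1. Leaving out 1 mouse gave an adjusted p of 0.00333 to 0.143 for glycolysis and the TCA cycle and of 0.00682 to 0.110 for the chaperones. Quantile normalization (planned) called 1 list for sex. The place correction called 1 list for diet at 16 months and 1 at 33-44 against 17-21 days. With an estimated correlation neither was called (smallest adjusted p = 0.299 and 0.331). Without the 7 arrays 1 list each was called at 24 against 16 and 24 against 6 months in CR mice. Without these arrays and with an estimated correlation 0 lists were called at 24 against 16 months in AL mice, and the 2 lists of CR mice were not called (adjusted p = 0.932 and 0.848). The difference in spread was -0.0145 with the place correction, and without the 7 arrays -0.0188 with batch as a block (exact permutation p = 0.224) and -0.0349 among late arrays (exact permutation p = 0.0333). Among early arrays, with 2 old mice, it was 0.0529 (exact permutation p = 0.2) and with batch as a block -0.00205, alternatives added after seeing the data. The first of these cannot tell spread from batch, since it uses distances from group means over both batches. Of the 131 pairs of gene and comparison 21 moved by more than 1.5 times when 1 mouse was left out. The leave-one-out numbers for sex by diet, diet by age and sex by age ranged over 162 to 451, 77 to 341 and 25 to 115.

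The place correction turned the effects of C1galt1c1 to 0.0295 and of Trpm7 to 0.0730 at 16 against 6 months in CR mice, and those of Usp46 to 0.00684, Tgfbr3 to -0.0874 and Igf1r to -0.0120 at 24 against 6 months in AL mice. Eif2s3y was -0.00930 after quantile normalization (planned) and -0.00661 after the place correction. Leaving out 1 mouse gave -0.402 to 0.117 for Hif1a, -0.0199 to 0.0351 for Eif2s3y and -0.0778 to 0.106 for Eif2s3x. It gave 0.0385 to 0.0986 for Ddx3x, 0.0178 to 0.0468 for Kdm6a and 0.016 to 0.075 for Pbdc1.

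Leaving out 1 mouse called 2 probes at 24 against 16 months in CR mice without CR female 24 months replicate 1 and 1 without CR female 16 months replicate 5. At 33-44 against 17-21 days it called 3 without AL female 33-44 days replicate 1 and 1 without AL female 33-44 days replicate 2 or AL male 17-21 days replicate 2. At 6 months against 33-44 days it called 4 without AL female 33-44 days replicate 2 and 2 without replicate 1. The number at an unadjusted p under 0.05 ranged over 251 to 925, 52 to 159 and 793 to 1563 in AL mice, 159 to 486, 621 to 1378 and 244 to 1003 in CR mice, 28 to 417, 196 to 779, 46 to 197 and 75 to 186 for diet, and 36 to 114 for sex.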

Other observations

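The tests with the correction for place and without the 7 arrays that stand apart were chosen after the results were seen.

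Whether the make-up of the cerebellum changes is left open, since granule neurons had too few measured genes for a test and the lists of other cell types did not pass. At 24 against 6 months in AL mice the median effect was 0.120 z for the 6 measured Purkinje genes and -0.0270 z for the 7 genes of astrocytes and Bergmann glia, with camera adjusted p of 0.511 and 0.925. At 16 months all 6 Purkinje genes were lower under CR, with a median of -0.154 z (camera adjusted p = 0.0921, adjusted p = 0.803 with an estimated correlation, and 0.813 after the correction for place). At that age 3 of the 10 CR arrays and 0 of the 10 AL arrays stand apart, and without the 7 such arrays 3 of the 6 genes were lower, with a median of -0.00713 z (adjusted p = 0.858). Genes of microglia and innate immunity were lower in 7 of 8 cases under CR over all ages, with a median of -0.0399 z (adjusted p = 0.601 with an estimated correlation).

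Genes of axon growth in immature neurons were lower in 9 of 12 cases at 24 against 6 months in AL mice, with a median of -0.0989 z (camera adjusted p = 0.511). Over the same span the genes of Wnt signalling were lower in 18 of 23 cases, with a median of -0.0664 z, and the study chose that pathway on data that include these arrays, so it is not independent evidence.

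The share of probes in patterns 2 to 5 was 0.391% here, or 33 probes (32 in pattern 2, 11 to 43 without 1 mouse). It was 0.675% without the 7 arrays that stand apart and 0.107% after correction for place. These are below the study's share, but not like for like. Only filter A and 4 old AL males (the study's design has 5) were used, and no analysis of variance.

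The share of probes selected for diet at 16 months was 1.41% here, higher than the upper limit reported for CR. The selection here lacks the analysis of variance of the study. With a plain 2-group test, planned before the data were examined, 22 probes (0.260%) were selected in place of 119, and without the 7 arrays that stand apart 29 (0.343%), both below that limit. A ratio above 2 gave 105 (1.24%), batch as a block 129 (1.53%) and the correction for place as well 124 (1.47%), all above it. At 24 months and over all ages the shares were 0.178% and 0.213%, below the limit. They were 0.817% and 0.675% after the correction for place and 0.450% and 0.509% without the 7 arrays. A plain 2-group test, a ratio above 2 and batch as a block left both below the limit.

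The spread between mice was smaller at 24 than at 6 months, -0.113 z. With batch as a block it was -0.0610 z, and with the correction for place as well -0.0145 z. The study describes a larger variability with age on figures that do not show the cerebellum, so the 2 are not compared like for like.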
